# Antibacterial Effects of Glycyrrhetinic Acid and Its Derivatives on *Staphylococcus aureus*

**DOI:** 10.1371/journal.pone.0165831

**Published:** 2016-11-07

**Authors:** Kentaro Oyama, Miki Kawada-Matsuo, Yuichi Oogai, Tetsuya Hayashi, Norifumi Nakamura, Hitoshi Komatsuzawa

## Abstract

*Staphylococcus aureus* is a major pathogen in humans and causes serious problems due to antibiotic resistance. We investigated the antimicrobial effect of glycyrrhetinic acid (GRA) and its derivatives against 50 clinical *S*. *aureus* strains, including 18 methicillin-resistant strains. The minimum inhibitory concentrations (MICs) of GRA, dipotassium glycyrrhizate, disodium succinoyl glycyrrhetinate (GR-SU), stearyl glycyrrhetinate and glycyrrhetinyl stearate were evaluated against various *S*. *aureus* strains. Additionally, we investigated the bactericidal effects of GRA and GR-SU against two specific *S*. *aureus* strains. DNA microarray analysis was also performed to clarify the mechanism underlying the antibacterial activity of GR-SU. We detected the antimicrobial activities of five agents against *S*. *aureus* strains. GRA and GR-SU showed strong antibacterial activities compared to the other three agents tested. At a higher concentration (above 2x MIC), GRA and GR-SU showed bactericidal activity, whereas at a concentration of 1x MIC, they showed a bacteriostatic effect. Additionally, GRA and GR-SU exhibited a synergistic effect with gentamicin. The expression of a large number of genes (including transporters) and metabolic factors (carbohydrates and amino acids) was altered by the addition of GR-SU, suggesting that the inhibition of these metabolic processes may influence the degree of the requirement for carbohydrates or amino acids. In fact, the requirement for carbohydrates or amino acids was increased in the presence of either GRA or GR-SU. GRA and GR-SU exhibited strong antibacterial activity against several *S*. *aureus* strains, including MRSA. This activity may be partly due to the inhibition of several pathways involved in carbohydrate and amino acid metabolism.

## Introduction

*Staphylococcus aureus* is a commensal bacterium in humans that can also be pathogenic primarily as an opportunistic infectious agent. *S*. *aureus* causes various suppurative diseases, food poisoning, pneumonia and sepsis [1, 2, 3]. Chemotherapeutic treatment is generally applied to *S*. *aureus* infectious diseases. However, the emergence of methicillin-resistant *Staphylococcus aureus* (MRSA) represents a serious problem for the treatment of *S*. *aureus* infections. Since most clinical MRSA strains exhibit a high level of multidrug resistance, the treatment of MRSA infections is now a serious medical concern worldwide [4, 5].

Glycopeptides such as vancomycin and teicoplanin are often used to treat MRSA infections [6]. However, vancomycin-intermediate resistant *S*. *aureus* (VISA) emerged in the late 1990s [7, 8]. Furthermore, vancomycin-resistant *S*. *aureus* (VRSA) was first reported in Michigan in 2007 [9]. Daptomycin, which is an antibacterial agent against MRSA, has been used recently, but daptomycin-resistant strains have also been reported [10]. Thus, it is very likely that chemotherapy against *S*. *aureus* infections will become more difficult in the future.

Some plant extracts have long been known to exert antibacterial effects. Among these, polyphenols, which are classified into flavonoids (e.g., catechin, flavonol, and tannin) and nonflavonoids (e.g., phenolic acid, neolignan), have been especially well studied [11, 12, 13, 14]. For example, it has been shown that tannins from tea leaves or persimmon have antibacterial effects against *Streptococcus mutans*, *S*. *aureus* and *Escherichia coli*. [15, 16]. Polyphenols are thought to be less likely to induce the emergence of resistant strains than general antibiotics because the mode of action of polyphenols has been demonstrated to cause cytoplasmic membrane destabilization and/or permeabilization [11]. The side effects of these agents are also thought to be less severe than those of traditional antibiotics.

Licorice is a Leguminosae perennial found in the Mediterranean region, south Russia, central Asia, northern China and America. This plant has been traditionally used as a medicinal agent due to its antibacterial, anti-viral, anti-inflammatory and calming effects [17–20]. Glycyrrhetinic acid is a major component in licorice extract. Previous studies have shown that glycyrrhetinic acid has many properties, including anti-inflammatory, anti-allergic, anti-peptic ulcer, and anti-viral activities [21–25]. Its anti-inflammatory effect is particularly well known and has been applied to clinical therapy. It has been reported that the structure of glycyrrhetinic acid is similar to that of cortisone, a steroid hormone that exerts a strong anti-inflammatory effect [23]. In Japan, a preparation of monoammonium glycyrrhizinate (Stronger Neo-Minophagen C) is used to treat chronic hepatitis [26, 27]. Glycyrrhetinic acid has also been reported to have antibacterial effects against some bacterial species, but the mechanism underlying this activity remains unknown [28, 29]. Additionally, several derivatives of glycyrrhetinic acid exhibit anti-inflammatory activities, but their antibacterial activities have not been elucidated [30, 31, 32].

The aims of this study are to evaluate the antibacterial effects of glycyrrhetinic acid and its derivatives against clinical *S*. *aureus* strains and to investigate the mechanism underlying their antibacterial effect against *S*. *aureus*.

## Materials and Methods

### Bacterial strains and culture

*S*. *aureus* was cultured in tryptic soy broth (TSB) at 37°C with shaking at 50 rpm. Fifty clinical *S*. *aureus* strains, including 31 methicillin-sensitive *S*. *aureus* (MSSA) strains and 19 MRSA strains, were used in this study (S1 Table). These strains were from laboratory collection of *S*. *aureus* clinical isolates at Department of Bacteriology, Hiroshima University Graduate School of Biomedical and Health Sciences. A chemically defined medium (CDM) supplemented with glucose (50 mM) as the sole carbon source was prepared [33]. When necessary, glucose was replaced with other sugars (lactose, trehalose, and sucrose).

### Glycyrrhetinic acid derivatives

Glycyrrhetinic acid (GRA) and its derivatives used in this study are shown in Fig 1. These agents were obtained from Maruzen Pharmaceuticals Co., Ltd., Hiroshima, Japan. Dipotassium glycyrrhizate (GR-K) and disodium succinoyl glycyrrhetinate (GR-SU) were solubilized in distilled water. Glycyrrhetinic acid (GRA) was solubilized in 100% dimethyl sulfoxide (DMSO). Stearyl glycyrrhetinate (GR-S) and glycyrrhetinyl stearate (GR-SA) were solubilized in 100% ethanol. Stock solutions were prepared at a concentration of 20 mg/ml and were diluted in medium to the appropriate concentrations indicated in each experiment.

**Fig 1:**
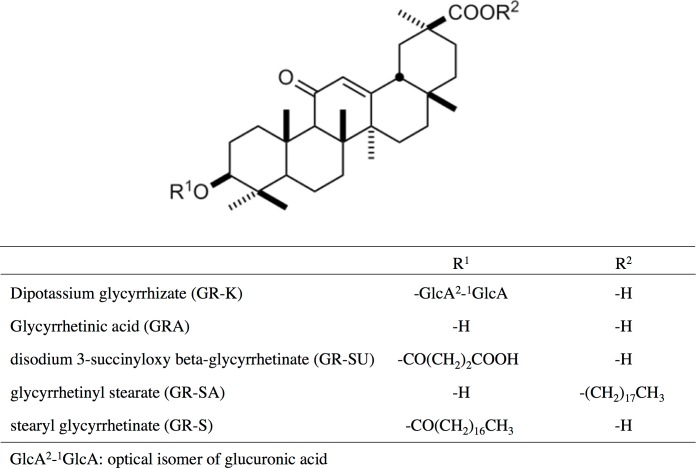
Structures of GRA and its derivatives.

### Determination of the minimum inhibitory concentration (MIC)

The MICs were determined by using the micro-dilution method as previously described [33]. Briefly, each GRA derivative was adjusted to 4,096 mg/L in TSB, and 2-fold serial dilutions were prepared in a 96-well microplate (Thermo Fisher Scientific, Roskilde, Denmark). Overnight bacterial cultures were adjusted to an OD_660_ of 1.0 (1x10^9^ cells/ml) and diluted to 1:100 with TSB (1x10^7^ cells/ml). Ten microliters of the bacterial culture (1x10^5^ cells/well) was applied to each well (100 μl total volume). The MICs of glycyrrhetinic acid and its derivatives were determined after the plate was incubated for 24 h at 37°C.

### *S*. *aureus* growth curve

Overnight cultures of *S*. *aureus* MW2 were adjusted to an OD_660_ of 1.0. Then, 100 μl of bacterial culture was inoculated into 5 ml of TSB and incubated at 37°C with shaking. When the OD_660_ reached 0.3, various concentrations of either GRA or GR-SU were added to the medium, and the growth was monitored. To investigate cell viability, appropriate dilutions of TSB after the addition of either GRA or GR-SU were inoculated onto a tryptic soy agar (TSA) plate. After overnight incubation at 37°C, the colony forming units (CFUs) were counted. Three independent experiments were performed, and the mean ± SD was calculated. The data were analyzed for statistically significant differences compared to untreated control at each timepoint by a two-way ANOVA followed by Dunnett’s post hoc test.

### Effects of GRA and GR-SU on cell viability

Overnight cultures of *S*. *aureus* MW2 cells were washed with 10 mM sodium phosphate buffer (PB; pH 6.8) and suspended in PB. The bacterial suspension was diluted to 10^7^ cells/ml with PB, and 10 μl of the diluted suspension was inoculated into 500 μl of PB containing various concentrations of GR-SU (1x MIC: 128 mg/L) or GRA (1x MIC: 512 mg/L) and incubated for 1 or 2 hours at 37°C. Dilutions of the reaction mixture (100 μl) were plated onto TSA plates and incubated at 37°C overnight. The antibacterial effect was calculated as the ratio of the number of surviving cells (survival rate %) to the total number of bacteria incubated in PB. To verify the cell number of each strain inoculated in PB, the dilutions of the bacterial suspension prior to inoculation were plated onto TSA and incubated at 37°C overnight. Three independent experiments were performed, and the mean ± SD was calculated. The data were analyzed for significant differences compared to untreated control using two-way ANOVA followed by Dunnett’s post hoc test.

### Effects of GRA and GR-SU in combination with antibiotics

The effects of combination treatments of gentamicin (Wako Pure Chemical Industries Ltd, Osaka, Japan), chloramphenicol (Sigma-Aldrich Corporation, Tokyo, Japan), tetracycline (Wako Pure Chemical Industries Ltd), oxacillin (Sigma-Aldrich Corporation) or ofloxacin (Daiichi Sankyo Company, Tokyo, Japan) with either GRA or GR-SU were investigated. Overnight cultures of *S*. *aureus* MW2 were adjusted to 10^7^ cells/ml, and 10 μL of the bacterial suspension was applied to each well in a 96-well plate. Antibiotics were dissolved in TSB alone or TSB containing either GRA or GR-SU (1/2, 1/4 or 1/8 MICs for each agent). Stock solutions (1 g/L) of gentamicin, oxacillin or ofloxacin were prepared in TSB or TSB containing either GRA or GR-SU. Stock solutions (10 g/L) of chloramphenicol and tetracycline were prepared in ethanol. The final concentrations of gentamicin, chloramphenicol, tetracycline, oxacillin and ofloxacin were 32 mg/L, 32 mg/L, 64 mg/L, 128 mg/L, and 4 mg/L, respectively, and these solutions were then serially diluted 2-fold with the same media. After a 24 h incubation at 37°C, the MICs were determined as described above. The fractional inhibitory concentration (FIC) was calculated with a method previously described [34]. FIC indexes of ≤0.5, >0.5 – ≤4.0 and >4.0 were defined as synergy, no interaction and antagonism, respectively.

### Microarray analysis

Overnight cultures of *S*. *aureus* (10^8^ cells) were inoculated into 30 ml of fresh TSB and cultured at 37°C with shaking. When the OD_660_ reached 0.3, GR-SU (1x MIC: 128 mg/L) was added to the medium. After 2 h of incubation, the bacterial cells were collected by centrifugation at 5,000 x *g* for 5 min at 4°C and stored at -80°C until further use. Additionally, bacterial cells without GR-SU treatment were prepared as the control. Total RNA was extracted from the bacterial cells using the FastRNA Pro Blue Kit (MP Biomedicals, Cleveland, OH, USA) according to the manufacturer’s protocol. Then, cDNA was synthesized from 10 μg of total RNA using the FairPlay III Microarray Labeling Kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. The Agilent eArray platform (Agilent Technologies) was used to design the microarray; 13,939 probes (60-mers) were designed for the 2,628 protein-coding genes of *S*. *aureus* MW2 (up to five probes per gene). 

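Each scanner file listed 15107 non-control spots, 459 positive control spots and 77 negative control spots. Of the non-control probes, 13939 carried the name MW2_CDS with a serial number, and all were 60 nucleotides long. The remaining probes tiled both strands of 3 regions that the probe names call agr (215 probes per strand), perR (119 per strand) and psma (85 per strand), or carried the names NC_A (114 probes), NC_S (113) and pMW2 (103). Neighbouring tiling probes shared 40 nucleotides and were offset by 20, so that the agr, perR and psma probes joined into sequences of 4340, 2420 and 1740 nucleotides. On the strand of the agr sequence named R, open reading frames of 205, 430 and 238 codons were found, and 6 CDS probes lay inside each of them. The files do not pair the serial numbers with locus tags or gene names, and genome positions were not used here. Genes were therefore named only where a primer of Table 1 was found whole inside a probe, in either orientation. This was the case for 14 of the 28 primers, each in 1 probe, and these probes belonged to 10 of the 14 genes in Table 1, which were *gyrB*, *seh*, *sea*, *sbi*, *sak*, *hla*, *lukS-PV*, *nuc*, *fnbA* and *icaA*.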

For microarray analyses, the test (GR-SU treatment) and control cDNAs were labeled with Cy3 mono-Reactive Dye and Cy5 mono-Reactive Dye (GE Healthcare, UK), respectively. 

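The labels of all 4 arrays give the same assignment of dyes, and 0 arrays had the dyes exchanged. The direction of every ratio below rests on this assignment, and a dye effect of a single probe adds to its ratio on all arrays alike. The median Cy3 signal was 24.8 and 19.9 times the median local background on arrays 1 and 2, and 9.53 and 7.58 times on arrays 3 and 4. In the Cy5 channel, the median signal was 13.7 and 5.13 times the background on arrays 1 and 2, and 16.7 and 17.8 times on arrays 3 and 4. Of the 15107 non-control spots, at least 15105 were well above background in Cy3 and at least 15050 in Cy5 on each array, and 0 were saturated in either channel.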

The fluorescently labeled cDNAs were purified using the FairPlay III Microarray Labeling Kit (Agilent Technologies) The Cy3-labeled and Cy5-labeled cDNAs were mixed and hybridized onto an array using the Hi-RPM Gene Expression Hybridization Kit (Agilent Technologies). The arrays were scanned with an Agilent scanner, and data extraction, filtering and normalization were conducted using the Agilent Feature Extraction software according to the manufacturer’s instructions. The experiments were performed using two biological replicates (two technical replicates for each condition), and the expression data were deposited into the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession GSE80500. 

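The sample labels number the arrays as 4 independent experiments, whereas the paper gives biological and technical replicates, and neither says which arrays would be technical replicates of each other. Arrays 1 and 2 were on 1 slide and arrays 3 and 4 on another. Across CDS probes, which are not independent replicates, Pearson's r between the log ratios of arrays on the same slide was 0.748 for arrays 1 and 2 and 0.866 for arrays 3 and 4. Between slides, r ranged from 0.503 for arrays 1 and 3 to 0.755 for arrays 2 and 4, so that arrays 2 and 4 were as similar as the pair on slide 1. The SD of the log2 ratios across CDS probes was 1.45 and 1.16 on arrays 1 and 2 and 1.01 and 0.90 on arrays 3 and 4.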

We compared difference between control and test sample for each gene by student t-test using Cyber-T (http://cybert.microarray.ics.uci.edu/). Factors that exhibited a greater than 2-fold change (increase/decrease) and *P<0*.*05* were defined as being altered by GR-SU.

### Gene expression analysis by quantitative PCR

Overnight cultures of *S*. *aureus* MW2 (10^8^ cells) were inoculated into 5 ml of TSB and aerobically incubated at 37°C with shaking. When the OD_660_ reached 0.3, either 1/4 or 1x MIC of GR-SU or GRA was added to the culture. The bacterial cells were collected after 1, 2, 4 and 8 h of incubation. RNA extraction and cDNA synthesis were performed as described above. Quantitative PCR was performed with the LightCycler Nano system (Roche, Tokyo, Japan) using cDNA as the template DNA. The primers used are shown in Table 1. The results were normalized to the housekeeping gene *gyrB*. Three independent experiments were performed, and the mean ± SE was calculated.

**Table 1:** Primers used in this study.

Gene name	Upper primer	Lower primer
For quantitative PCR		
*gyLB*	5'- AGGTCTTGGAGAAATGAATG 3'	5' -CAAATGTTTGGTCCGCTT 3'
*seh*	5' -TCAAGGTGATAGTGGCAAT 3'	5' -CCAATCACCCTTTCCTGT 3'
*clfB*	5' -TGCAAGTGCAGATTCCGA 3'	5' -TCATTTGTTGAAGCTGGCTC 3'
*sea*	5' -GATCAATTTATGGCTAGACG 3'	5' -CGAAGGTTCTGTAGAAGTATGA 3'
*sbi*	5' -CCAAGATAACAAAGCACCAC 3'	5' -TGCTGATTTCACACGCTC 3'
*sak*	5' -ACAGGCCCGTATTTGATG 3'	5' -GCCCATTCGACATAGTATTC 3'
*clfA*	5' -TACAAGTGCGCCTAGAATGA 3'	5' -TTTGACATAGCCTGCTTGGT 3'
*hlgC*	5' -ATTTCGTTCCAGACAGTGAG 3'	5' -CCGTCTAAATAACTGTTGCC 3'
*hla*	5' -GGGGACCATATGATAGAGATT 3'	5' -TGTAGCGAAGTCTGGTGAAA 3'
*coa*	5' -ACAGGGCACAATTACAGGT 3'	5' -GGTGTCGTCGGTTGAGTAT 3'
*lukS-PV*	5' -ATGAGGTGGCCTTTCCAATAC 3'	5' -CCTGTTGATGGACCACTATTA 3'
*nuc*	5' -AATCATACGGGTCCTTTCA 3'	5' -CCGTTTCTGGCGTATCAA 3'
*fnbA*	5' -TGAGGGTGGTTATGTTGATG 3'	5' -CAGTGTATCCTCCAACGTGA 3'
*icaA*	5' -AGTTGTCGACGTTGGCTAC 3'	5' -CCAAAGACCTCCCAATGT 3'

### Effect of GRA and GR-SU on carbohydrate and amino acids requirements

Chemically defined medium (CDM) and CDM containing 1/2 MIC or 1/4 MIC of GRA-K, GR-SU or GRA were used in this experiment. Overnight cultures of *S*. *aureus* MW2 were adjusted to 1x10^7^ cells/ml. Glucose, trehalose, sucrose or fructose (each 50 mM) was serially diluted 2-fold with either TSB or TSB containing GRA, K-GRA or GR-SU (1/2 MIC or 1/4 MIC at the final concentration for each agent). Then, 10 μl of the bacterial culture (1x10^5^ cells) was applied to each well. After incubation for 24 h at 37°C, the minimum concentration of each sugar that showed visible bacterial growth was determined.

To investigate the effect on amino acid requirement, we used CDM containing 18 amino acids necessary for *S*. *aureus* growth. The amino acids used in this experiment and their concentrations have been previously described [33]. The CDM was prepared using 2-fold serial dilutions with CDM depleted of all amino acids. Then, 10 μl of the bacterial culture (1x10^5^ cells) was applied to each well. After incubation for 24 h at 37°C, the minimum dilution rate that showed visible bacterial growth was determined.

## Results

### Antimicrobial activities of GRA and its derivatives against *S*. *aureus* strains

The MICs of GRA and its 4 derivatives are shown in Table 2. The MICs were evaluated using 50 *S*. *aureus* strains (19 MRSA strains and 31 MSSA strains). The MICs of GR-K and GR-S were higher than GA, GR-SU and GR-SA. The MICs of GR-K and GR-S against all strains were more than 256 mg/L. While GR-SA exhibited an intermediate level of MICs on the tested strains (ranged from 64 to 4,096 mg/L except 2 strains [more than 4,096 mg/L]), the MICs of GRA and GR-SU ranged from 16 to 512 mg/L and from 16 to 256 mg/L, respectively. The distribution of MICs in the MRSA and MSSA strains is shown in Table 2. We found no differences in susceptibility between the MRSA and MSSA strains.

**Table 2:** MIC of glycyrrhetinic acid and its derivatives against *S*.*aureus* strains.

	MIC (mg/L)				
strain	GR-K^a^	GR-SU^b^	GRA^c^	GR-S^d^	GR-SA^e^
MRSA					
SA5001	2048	128	64	>4096	1024
SA5002	256	16	64	>4096	512
SA5003	1024	32	32	>4096	1024
SA5004	>4096	64	64	>4096	1024
SA5007	2048	128	256	>4096	512
SA5008	4096	128	256	>4096	1024
SA5012	4096	256	512	>4096	2048
SA5013	4096	128	64	>4096	512
SA5021	2048	256	128	1024	512
SA5046	1024	64	512	512	512
SA5052	4096	128	512	512	512
SA5053	1024	16	32	2048	2048
SA5056	>4096	128	512	>4096	1024
SA5057	>4096	128	128	4096	512
SA5059	256	32	32	1024	1024
SA5060	4096	128	128	2048	2048
SA5065	4096	64	32	256	128
SA5070	4096	32	512	2048	512
MW2	2048	128	512	2048	1024
MSSA					
SA5006	>4096	32	64	>4096	512
SA5014	1024	32	128	1024	256
SA5015	2048	128	128	>4096	256
SA5016	1024	64	64	>4096	1024
SA5018	512	16	16	256	128
SA5019	1024	64	64	256	64
SA5020	2048	256	256	4096	4096
SA5022	2048	64	512	2048	512
SA5024	4096	256	512	4096	4096
SA5025	256	64	256	256	64
SA5026	1024	256	512	4096	2048
SA5027	512	256	512	4096	2048
SA5029	4096	256	512	2048	2048
SA5031	4096	64	128	>4096	>4096
SA5032	>4096	128	512	>4096	1024
SA5033	2048	256	512	2048	4096
SA5034	2048	128	512	256	512
SA5038	4096	256	512	4096	512
SA5039	2048	128	512	512	1024
SA5040	2048	64	256	512	512
SA5042	2048	32	256	1024	256
SA5043	1024	32	512	512	512
SA5044	4096	256	512	2048	2048
SA5062	4096	256	256	2048	2048
SA5063	4096	256	512	512	256
SA5064	4096	256	512	1024	1024
SA5066	2048	64	128	256	128
SA5067	1024	64	512	2048	512
SA5069	2048	128	256	>4096	1024
SA5071	2048	64	128	>4096	>4096
SA5073	2048	256	256	2048	1024

^a^Dipotassium glycyrrhizate

^b^disodium succinoyl glycyrrhetinate

^c^Glycyrrhetinic acid

^d^Stearyl glycyrrhetinate

^e^glycyrrhetinyl stearate

### Effects of GRA and GR-SU on *S*. *aureus* growth

As shown in Fig 2, *S*. *aureus* MW2 growth was inhibited by the addition of either GRA or GR-SU in a dose-dependent manner. The addition of more than 1x MIC of GRA or GR-SU fully inhibited the growth of *S*. *aureus* MW2 as expected, but growth was already inhibited by both agents at sub-MIC concentrations (1/16 and 1/4 MIC). We also investigated the effects of GRA and GR-SU on cell viability in a time course experiment (Fig 2). The result was similar to that obtained with the OD. The viable cell number was suppressed by the addition of either GRA or GR-SU in a dose-dependent manner. The bacterial cell numbers were decreased after 4 h by the addition of 2x MIC of GRA or GR-SU. Additionally, we analyzed a methicillin-sensitive strain (MS23513) and obtained similar findings (S1 Fig).

**Fig 2:**
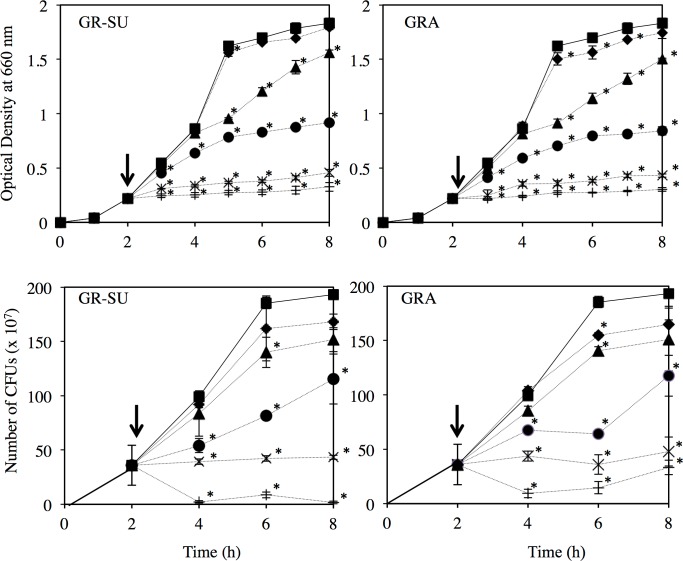
Effect of GRA and GRA derivatives on *S*. *aureus* MW2 growth. Overnight cultures of *S*. *aureus* MW2 were adjusted to an OD of 1.0. Then, 100 μl of bacterial culture was inoculated into 5 ml of TSB. The bacterial culture was incubated at 37°C with shaking. When the OD at 660 nm reached 0.3, various concentrations (■: control, ♦: 1/64 MIC, ▲: 1/16 MIC, ●: 1/4 MIC, ×: 1x MIC, +: 2x MIC) of GR-SU or GRA were added to the medium. The growth and colony counts were monitored. Three independent experiments were performed, and the mean ± SD was calculated. The data were analyzed for statistically significant differences compared to untreated control by a two-way ANOVA followed by Dunnett’s post hoc tests. *P<0.05.

### Effects of GRA and GR-SU on cell viability

Because GRA and GR-SU exhibited antimicrobial activity against *S*. *aureus* strains during active growth, we investigated whether this activity was observed under non-growing conditions. We treated *S*. *aureus* MW2 cells with either GRA or GR-SU in 10 mM PB. As shown in Fig 3, the viable cell number of the MW2 strain treated with 1x MIC and 2x MIC of GRA or GR-SU showed no significant difference compared to the control (no treatment).

**Fig 3:**
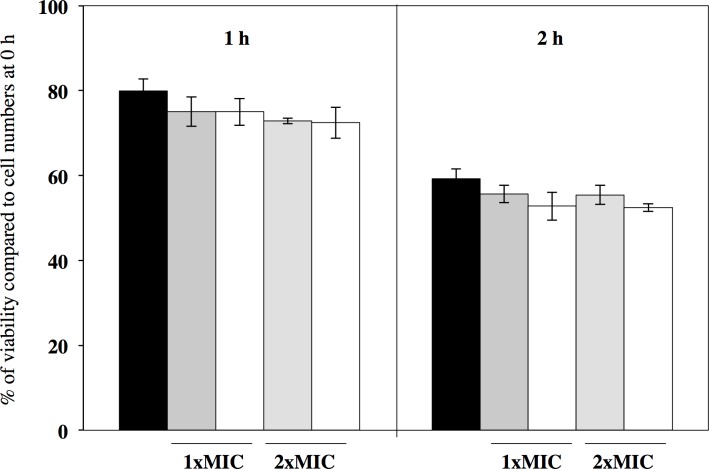
Effect of GRA and GRA derivatives on *S*. *aureus* cell viability under non-growing conditions. Cell viability was evaluated under non-growing conditions following the addition of GRA or GR-SU. The methods are described in the Materials and Methods section. *S*. *aureus* MW2 was treated with 1x MIC and 2x MIC of GR-SU (grey bar) or GRA (white bar) in 10 mM sodium phosphate buffer. An untreated bacterial culture (black bar) was used as a control. After 1 and 2 h of incubation, the reaction mixtures (100 μl) were plated on trypticase soy agar and incubated at 37°C overnight. The colony forming units (CFUs) were determined as the total number of colonies identified on each plate. The antibacterial effect was calculated as the ratio of the number of surviving cells (survival rate %) to the total number of bacteria incubated. Three independent experiments were performed, and the mean ± SD was calculated. The data were analyzed for statistically significant differences compared to the untreated control by a two-way ANOVA followed by Dunnett’s post hoc test. Significant differences were not observed.

### Synergistic effects of GRA and GR-SU against 8 *S*. *aureus* strains

Next, we evaluated the synergistic effects of GRA and GR-SU in combination with other antibiotics. As shown in Table 3, all strains tested showed synergy with the combination of gentamicin with either GRA or GR-SU, while one strain showed synergy with the combination of tetracycline or chloramphenicol with GR-SU, and 2 strains showed synergy with the combination of oxacillin with GRA. Oxacillin, ofloxacin and erythromycin had no effect (no interaction) when combined with GR-SU, and chloramphenicol, ofloxacin and erythromycin had no effect when combined with GRA. Furthermore, the MICs of antibiotics in the absence or presence of GRA or GR-SU are shown in S2 Table. A synergistic effect of GRA and GR-SU with gentamycin against both gentamicin-resistant (4 to 128 mg/L) and susceptible strains (3 strains with MIC of 1 mg/L) was found (S2 Table). In the presence of 1/2 MIC of GRA, 4 strains exhibited a 2- to 8-fold decrease in the MIC of oxacillin, while 4 other strains exhibited no change. In the presence of the 1/4 MIC of GRA, 2 strains also exhibited an 8-fold decrease in the MIC of oxacillin. In the presence of 1/2 and 1/4 MICs of GRA or GR-SU, all strains exhibited a 4- to 8-fold decrease in the MIC of gentamicin. In the presence of the 1/8 MICs of GRA or GR-SU, increased MICs were not observed in any of the antibiotics tested in this study (S2 Table).

**Table 3:** FICIs in combination of various antibiotics with GRA or GR-SU.

	Number of strains					
	FICI^a^ (GR-SU)			FICI (GRA)		
Antibiotics	≤0.5	>0.5~≤4.0	>4.0	≤0.5	>0.5~≤4.0	>4.0
Oxacillin	0	8	0	2	6	0
tetracycline	1	7	0	0	8	0
gentamicin	8	0	0	8	0	0
chloramphenicol	1	7	0	0	8	0
ofloxacin	0	8	0	0	8	0
erythromycin	0	8	0	0	8	0

FICI: ≤0.5; synergy, >0.5~≤4.0; no interaction, >4.0; antagonism

### Microarray analysis

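GR-SU is a derivative of glycyrrhetinic acid, and MW2 is the *S*. *aureus* strain on which the array was designed. Cultures of MW2 were exposed to 128 mg/L GR-SU (1x MIC) for 2 h, and their cDNA was hybridized together with cDNA of untreated cells onto 2-color arrays, of which 4 were analyzed. The authors' software, Agilent Feature Extraction, had subtracted the background and normalized the dyes of each array. Its log10 ratios were turned into log2 of Cy3 over Cy5, that is, of GR-SU-treated over untreated cells as labelled. Control spots and 4 spots flagged as outliers, all on array 1, were left out. Where 2 probes of a gene were identified by its primers, their ratios were averaged, which left 15103 values, of which 13935 were CDS values. The mean log2 ratio of the 4 arrays was tested against 0 with limma, and p-values were adjusted by the Benjamini-Hochberg method over all 15103 values. A value was counted as altered at more than a 2-fold change and an adjusted p under 0.05. Counts are of probes and not of genes, so that a gene covered by several probes is counted several times. The number of arrays limits the precision: the smallest two-sided p that an exact sign-flip test of a single value over 4 arrays can give is 0.125.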

We performed a microarray analysis to identify genes with altered expression patterns in response to GR-SU. As summarized in Fig 4, more than 200 genes exhibited altered expression levels in response to GR-SU. Among these, 39 phage-related genes were increased by the addition of GR-SU. 

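Of the 13935 CDS values, 2182 (15.7%) were altered, with 887 higher and 1295 lower in the Cy3 channel, which is labelled GR-SU. All 4 arrays had the same sign for 2167 of them. More values were lower than higher under each of 22 alternative ways of processing and testing, set before the data were examined. This direction still depended on the scaling. Relative to *gyrB*, an alternative chosen after seeing the data, more values were higher than lower. The choice of test moved these counts most. A regularized test built like Cyber-T, the tool the methods name, gave 2635 altered values at the paper's unadjusted limit. Without this regularization, the methods' t-test in its plain form gave 1853 at that limit, and with Benjamini-Hochberg adjustment, which the methods do not name, it left 17, of which 3 were higher and 14 lower. Array 2 had a large part in the count, since 1002 values were altered without it. Altered probes lay next to each other in the numbering. Of the altered probes, 71.4% belonged to 204 runs of at least 3 consecutive numbers altered in the same direction. Several consecutive numbers can belong to 1 gene, as inside the open reading frames of the agr tiling, so that 1 altered gene can give such a run. The longest run lower in Cy3 held 97 probes (numbers 11356 to 11452), with a median log2 ratio of -2.03 ± 0.54 (SD of the array medians, n = 4). The run of at least 20 probes with the lowest median held 90 probes (numbers 7525 to 7614), at -4.35 ± 0.66 (SD, n = 4). The longest run higher in Cy3 held 28 probes (numbers 10530 to 10557), at 1.71 ± 0.32 (SD, n = 4). By single probes, MW2_CDS_13411 and MW2_CDS_13410 rose most, with log2 ratios of 4.22 ± 1.09 and 4.18 ± 1.14 (SD, n = 4; limma, adjusted p = 0.00069 and 0.000882). MW2_CDS_07608 and MW2_CDS_07601 fell most, with -6.02 ± 1.22 and -5.89 ± 1.15 (SD, n = 4; limma, adjusted p = 0.000184 and 0.000165). These 4 probes changed in the same direction on 4 of 4 arrays. From its list of altered genes, the paper sorts the changes by function in Fig 4. From the increase of phage-related genes it speculates that cell lysis through phage induction was behind the bactericidal effect of a high dose. From the decrease of genes for metabolism and transporters it proposes that uptake of nutrients is inhibited and that this alters the genes of nutrient metabolism. For this proposal it also cites growth tests, in which MW2 needed more sugar and amino acids with GRA or GR-SU (Table 4).

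**Figure D1:**
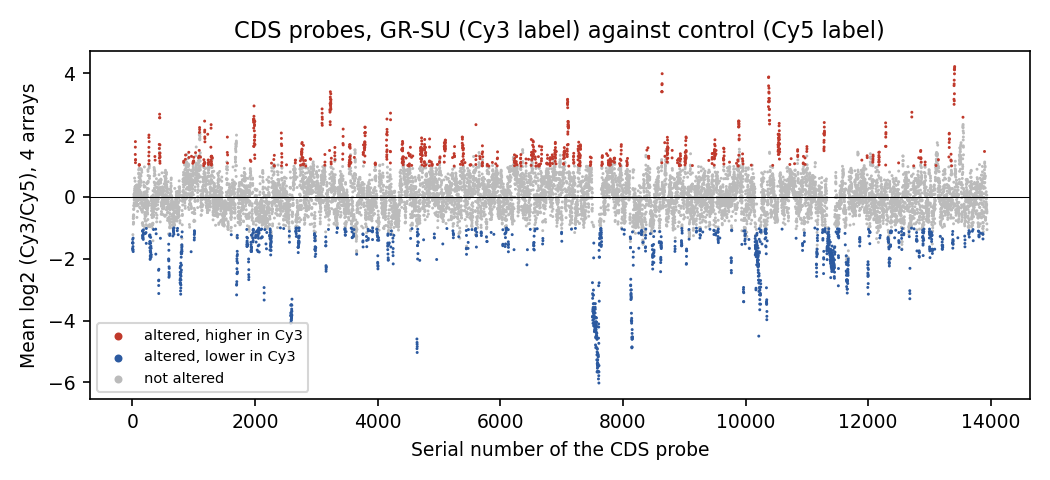
Mean log2 ratio of Cy3 (labelled GR-SU) over Cy5 (labelled untreated) on 4 arrays, y axis, against the serial number of each CDS probe, x axis. Red and blue points are the values altered higher and lower, grey points the others; the group that reaches lowest is the run of 90 probes with a median of -4.35.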

In the *S*. *aureus* MW2 genome, two phage-related operons (MW1380-MW1451 and MW1882-MW1952) were found. Specifically, in the operon of MW1380-MW1451 (72 genes), the expression of 31 genes was increased. Many genes responsible for metabolic and biosynthetic pathways also exhibited altered expression patterns (S3–S6 Tables). The expression levels of 6 genes involved in protein synthesis, 10 genes in RNA synthesis and 2 genes in amino acid metabolism were increased, whereas the levels of 8 genes for RNA synthesis, 12 genes for carbohydrate metabolism and 8 genes for amino acid metabolism were decreased. In addition, the expression levels of 2 transporter and substrate-binding protein genes were increased, and 16 genes were decreased after GR-SU treatment. Regarding pathogenic factors, the expression of 3 factors was increased while that of 8 factors was decreased.

**Fig 4:**
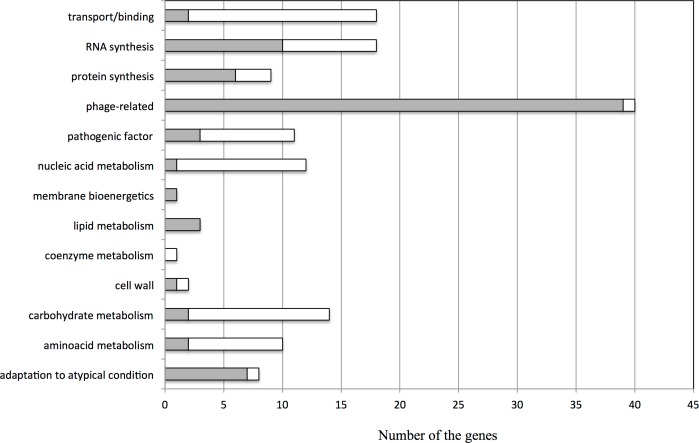
Microarray analysis of genes with altered expression levels in response to GR-SU. The microarray analysis was performed as described in the Materials and Methods section. The numbers of genes with 2-fold upregulated (grey bar) or downregulated (white bar) expression are indicated.

### Effect of GRA and GR-SU on virulence factor expression

As we found in the microarray analysis, the expression levels of several virulence-related genes were altered in response to GR-SU. 

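Of the 9 virulence genes whose probes could be identified by the primers of Table 1, 2 passed the limits for altered expression, 1 in each direction. The probe of *seh* (MW2_CDS_00265) had a log2 ratio of 1.07 ± 0.31 (SD, n = 4), higher in the Cy3 channel on 4 of 4 arrays (standard error 0.23; limma, adjusted p = 0.0162). The probes of *sbi* (MW2_CDS_12365 and MW2_CDS_12366) averaged -1.57 ± 0.91 (SD, n = 4), lower in Cy3 on 4 of 4 arrays (standard error 0.35; limma, adjusted p = 0.0207), and taken singly they gave -1.58 and -1.55. Neither call held without array 2, and that of *seh* held neither without array 3 nor without array 4. With the arrays of each slide averaged, as if they were technical replicates, *seh* was no longer altered (limma, adjusted p = 0.0939), whereas *sbi* was (limma, adjusted p = 0.0234). Adjusted over the list alone, the same number of genes, 2 of 9, had a p under 0.05. For *fnbA*, the ratio was -1.07 ± 0.90 (SD, n = 4), and its limma adjusted p of 0.0692 was above the limit, although all 4 arrays had a negative ratio. For *icaA*, array 1 gave -2.74 and the other arrays between -0.51 and -0.01, with a mean of -0.93 ± 1.23 (SD, n = 4; limma, adjusted p = 0.168). The ratios of *hla*, *lukS-PV* and *sea* were negative on 4 of 4 arrays, at -0.66, -0.34 and -0.32, with limma adjusted p between 0.0908 and 0.341. The probe pair of *nuc* averaged 0.29, positive on 3 of 4 arrays, and *sak* stood at -0.01 with 2 arrays on either side of 0. The reference gene of the quantitative PCR, *gyrB*, had a log2 ratio of -0.38 ± 0.09 (SD, n = 4; limma, adjusted p = 0.216). The direction of these ratios rests on the dye labels alone.

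**Figure D2:**
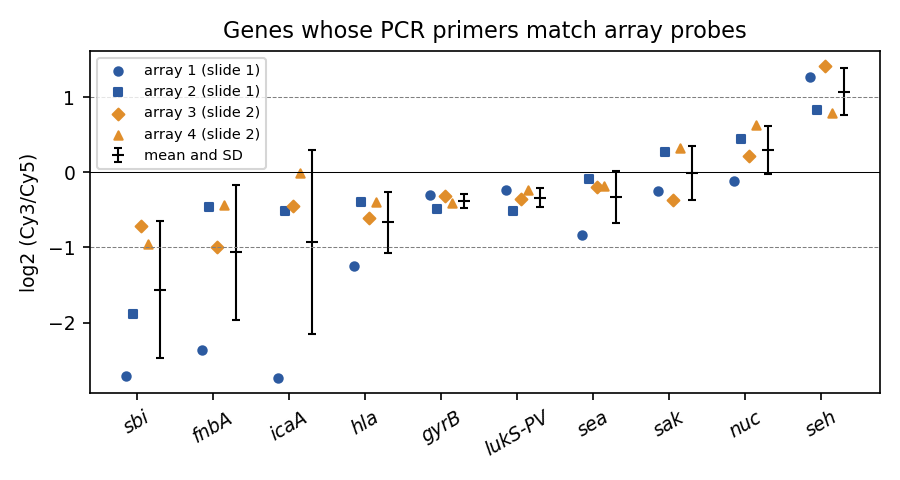
Log2 ratio of Cy3 (labelled GR-SU) over Cy5 (labelled untreated), y axis, for the 10 genes identified by their primers, x axis. Points are the 4 arrays, colored by slide, and black bars the mean and SD; dashed lines mark a 2-fold change, which the means of *seh*, *sbi* and *fnbA* passed.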

We analyzed the gene expression of RNAIII, which is a key factor involved in the expression of many virulence genes, in more detail by quantitative PCR. As shown in Fig 5A and 5B, RNAIII expression was significantly increased during the exponential phase in the absence of GRA or GR-SU, whereas GRA and GR-SU both fully suppressed RNAIII expression at 1/4 MIC. The expression of *seh*, which is a RNAIII-dependent virulence factor, exhibited a pattern similar to that of RNAIII in response to GRA and GR-SU (Fig 5C and 5D). These results suggest that the repression of RNAIII by GR-SU may explain the alterations in gene expression of several virulence-related genes, which were observed in the microarray analysis (Fig 4).

**Fig 5:**
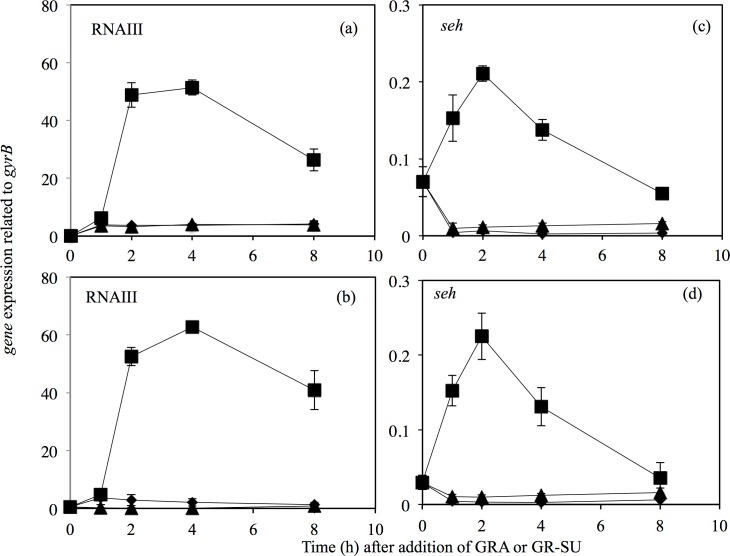
**Effects of GRA and GRA derivatives on the expression of RNAIII (a, b) and *seh* (c, d).** Overnight cultures of *S*. *aureus* MW2 (10^8^ cells) were inoculated into 5 ml of TSB and aerobically incubated at 37°C with shaking. When the OD at 660 nm reached 0.3, 1/4 MIC (a, c) or 1x MIC (b, d) of GR-SU or GRA was added to the culture (■: control, ♦: GR-SU, ▲: GRA). Bacterial cells were collected after 1, 2, 4 and 8 h of incubation. Then, RNA extraction and cDNA synthesis were performed. Quantitative PCR was performed using cDNA as the template DNA. Three independent experiments were performed and the mean ± SE was calculated.

Therefore, we investigated the expression levels of 12 virulence factors and found that several toxins such as *sea*, *clfAB* and *hlgC* were downregulated by GRA, whereas the cell surface factors *fnbA* and *ica* were upregulated (Fig 6). The effect of GR-SU on virulence factor expression was similar to that of GRA.

**Fig 6:**
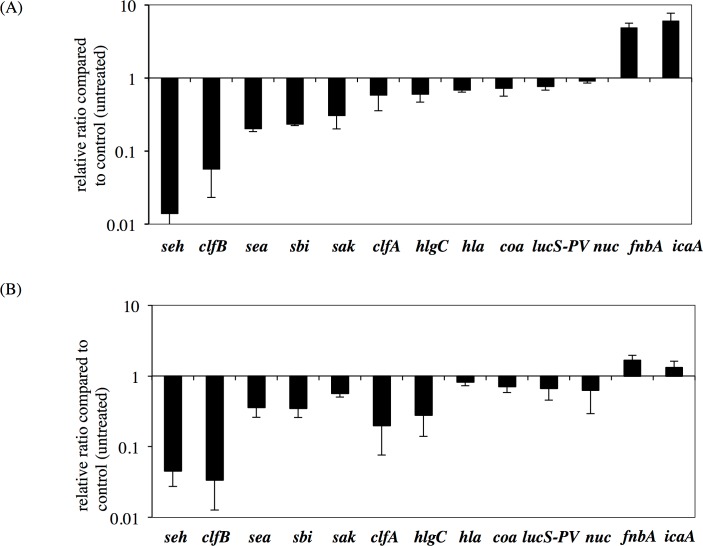
Effects of GRA and GRA derivatives on virulence factor expression. Overnight cultures of *S*. *aureus* MW2 (10^8^ cells) were inoculated into 5 ml of TSB and aerobically incubated at 37°C with shaking. When the OD at 660 nm reached 0.3, 1x MIC of GR-SU (a) or GRA (b) was added to the culture. The bacterial cells were collected after 2 h. Then, RNA extraction and cDNA synthesis were performed. A quantitative PCR was performed using cDNA as the template DNA. Three independent experiments were performed and the mean ± SE was calculated.

### Effects of GRA and GR-SU on sugar and amino acid requirements

Because amino acid and carbohydrate metabolism tended to decrease following a 2-hour exposure to GRA and GR-SU based on the microarray analysis, we hypothesized that GRA and GR-SU may inhibit the growth of *S*. *aureus* by influencing amino acid and carbohydrate metabolism. Therefore, we investigated sugar and amino acid requirements in the presence of GRA, GR-SU or GRA-K (1/2 MIC or 1/4 MIC at the final concentration for each agent). As shown in Table 4, the minimum concentrations of each sugar for the growth of *S*. *aureus* MW2 in CDM containing glucose, sucrose, lactose or trehalose was increased by 2- or 4-fold in the presence of 1/2 MIC of GRA or GR-SU, whereas GRA-K did not increase the sugar requirement. Additionally, we investigated the amino acid requirements. GRA and GR-SU treatment caused a 2-fold higher requirement compared to untreated bacteria. When 1/4 MIC of GRA or GR-SU was used, the minimal concentration of each sugar or amino acids was not altered.

**Table 4:** Effect of GRA and GR-SU on sugar and amino acids requirement.

Minimum concentration for growth (mM: except for amino acids)					
GRA derivatives	glucose	sucrose	lactose	trehalose	Amino acids^a^
none	0.78	0.39	0.39	0.39	1/32^b^
GR-K	0.78	0.39	0.39	0.39	1/32
GR-SU	3.13	1.56	1.56	1.56	1/16
GRA	3.13	0.78	0.78	0.78	1/16

a: dilution ratio from CDM (1x amino acids)

## Discussion

In this study, we demonstrated the antibacterial activities of GRA and GR-SU against *S*. *aureus* strains. These two compounds exhibited strong antibacterial activities, but the antibacterial activities of the other GRA derivatives (GR-S, GR-K and GR-SA) were much weaker than those of GRA and GR-SU. GR-SU is synthesized from GRA by adding a succinic acid moiety to increase water solubility. GR-K (dipotassium glycyrrhizate) is a potassium salt of glycyrrhizin (GRA with two glucuronic acids) and also has high water solubility. Both GR-SU and GR-K have high water solubility, but the antibacterial effect of GR-K is much lower than that of GR-SU. Thus, difference in water solubility is not related to the difference in antibacterial activity among these compounds. Instead, some other structural differences between the two agents (Fig 1) may affect their antibacterial activities against *S*. *aureus* strains. GRA and GR-SU have been clinically used as anti-inflammatory agents [21, 32]. Taken together with our findings, GRA and GR-SU are expected to exert two biological activities of clinical importance: antibacterial and anti-inflammatory activities.

Although several investigations regarding the antibacterial effects of GRA have been reported [28, 29], this is the first report of the use of GR-SU as an antibacterial agent. Glycyrrhetinic acid derivatives are known anti-inflammatory drugs [30, 31, 32]. Stronger Neo-Minophagen C, which is the most well-known glycyrrhetinic acid derivative drug, contains 2 mg/ml of monoammonium glycyrrhizinate hydrate at the dose used to clinically treat chronic hepatitis; this dose is approximately 4- to 20-fold higher than the concentration used in this study [26, 27]. Therefore, GRA and GR-SU may have a potential use against *S*. *aureus* infectious diseases caused by antibacterial and anti-inflammatory effects.

Long, D.R. *et al*. previously reported the bacteriostatic activity of GRA and the bactericidal effect of GRA at a high concentration (above 62.5 mg/L) against *S*. *aureus* [28]. In this study, we also observed bactericidal activity of GRA and GR-SU at a 2x MIC dose (GR-SU: 256 mg/L, GRA: 1,024 mg/L). As shown in the microarray analysis (Fig 4), the expression levels of many phage-related genes were increased by the addition of 1x MIC of GR-SU, and we speculated that the bactericidal effect of a high dose of GR-SU (2xMIC) was due to phage induction-mediated cell lysis.

Among the genes that exhibited altered expression following the addition of GR-SU, many genes involved in sugar (S3 Table), amino acid (S4 Table) and nucleic acid (S5 Table) metabolism were significantly decreased. Moreover, the expression levels of many genes that encoded transporters were also decreased (S6 Table). These results suggest that GRA and GR-SU-treatments inhibit the uptake of nutrients, which then causes alterations in the expression of genes related to nutrient metabolism. Supporting this hypothesis, *S*. *aureus* MW2 required a higher concentration of sugars and amino acids in the presence of GRA and GR-SU than in the absence of these compounds (Table 4). Based on these findings, we propose that GRA and GR-SU have no specific mechanism for antibacterial activity but induce antimicrobial effects by inhibiting nutrient acquisition and affecting bacterial metabolism. Additionally, the expression of several transporters responsible for the efflux and/or influx of compounds was increased in the microarray analysis. The transporters with altered expression levels in the presence of either GRA or GR-SU included some transporters that might be involved in the high susceptibility to gentamicin in the presence of either GRA or GR-SU. GRA and GR-SU had weak synergistic activities with other protein synthesis inhibitors, speculating that transporters specific for gentamicin influx may be influenced by GRA and GR-SU.

In this study, we found that the expression of RNAIII, which is responsible for the regulation of many *S*. *aureus* virulence factors, was fully repressed by GRA and GR-SU [35, 36]. Because RNAIII is related to the *agr* quorum sensing system, RNAIII expression is growth dependent [35]. We found that GRA and GR-SU suppressed growth in a dose-dependent manner, suggesting that RNAIII expression was inhibited. Then, we investigated the expression of several virulence factors in the presence or absence of GRA or GR-SU. As shown in Fig 6, the expression levels of toxins such as enterotoxins (*seh* and *sea*), staphylokinase (*sak*) and *hlgC* were decreased, whereas the expression levels of cell surface factors such as *fnbA* and *ica* were increased. From these results, we hypothesize that GRA and GR-SU can modulate virulence in addition to their antimicrobial effects on *S*. *aureus*.

In conclusion, we have found indications that the antibacterial activity of GRA and GR-SU are mostly occurring via effects on nutrient metabolism. Additionally, these agents suppressed the expression of several virulence genes. Taken together with previous reports of inflammatory effects, GRA and GR-SU may have potential for clinical use against *S*. *aureus* infectious diseases.

## Supporting Information

S1 Fig Effect of GRA and GRA derivatives on *S*. *aureus* growth. Overnight cultures of *S*. *aureus* MS23513 were adjusted to an OD at 660 nm of 1.0. Then, 100 μl of bacterial culture was inoculated in 5 ml TSB. Bacterial cultures were incubated at 37°C with shaking. When the OD at 660 nm reached 0.3, various concentrations (■: control; ♦: 1/64 MIC; ▲:1/16 MIC; ●: 1/4 MIC; ×: 1x MIC; 十: 2x MIC) of GR-SU or GRA were added to the medium. Growth and colony counts were monitored during growth. Three independent experiments were performed, and the mean ± SD was calculated. The data were analyzed for statistically significant differences compared to untreated control for each condition by a two-way ANOVA followed by Dunnett’s post hoc tests. *P<0.05.
(PPTX) Click here for additional data file.

S1 Table *S*.*aureus* clinical strains. (DOCX) Click here for additional data file.

S2 Table Effect of sub-MIC GRA and GR-SU on the susceptibility to various antibiotics. (DOCX) Click here for additional data file.

S3 Table Genes for carbohydrate metabolism up- and down-regulated by GR-SU. (DOCX) Click here for additional data file.

S4 Table Genes for amino acids metabolism up- and down-regulated by GR-SU. (DOCX) Click here for additional data file.

S5 Table Genes for nucleic acids metabolism up- and down-regulated by GR-SU. (DOCX) Click here for additional data file.

S6 Table Genes for transporters up- and down-regulated by GR-SU. (DOCX) Click here for additional data file.

# Supplementary material for: Antibacterial Effects of Glycyrrhetinic Acid and Its Derivatives on Staphylococcus aureus
**Source:** PLoS One. 2016 Nov 7;11(11):e0165831. doi: 10.1371/journal.pone.0165831
**Supplement:** S1 Fig — Overnight cultures of S. aureus MS23513 were adjusted to an OD at 660 nm of 1.0. Then, 100 μl of bacterial culture was inoculated in 5 ml TSB. Bacterial cultures were incubated at 37°C with shaking. When the OD at 660 nm reached 0.3, various concentrations (■: control; ♦: 1/64 MIC; ▲:1/16 MIC; ●: 1/4 MIC; ×: 1x MIC; 十: 2x MIC) of GR-SU or GRA were added to the medium. Growth and colony counts were monitored during growth. Three independent experiments were performed, and the mean ± SD was calculated. The data were analyzed for statistically significant differences compared to untreated control for each condition by a two-way ANOVA followed by Dunnett’s post hoc tests. *P<0.05.

## Slide 1
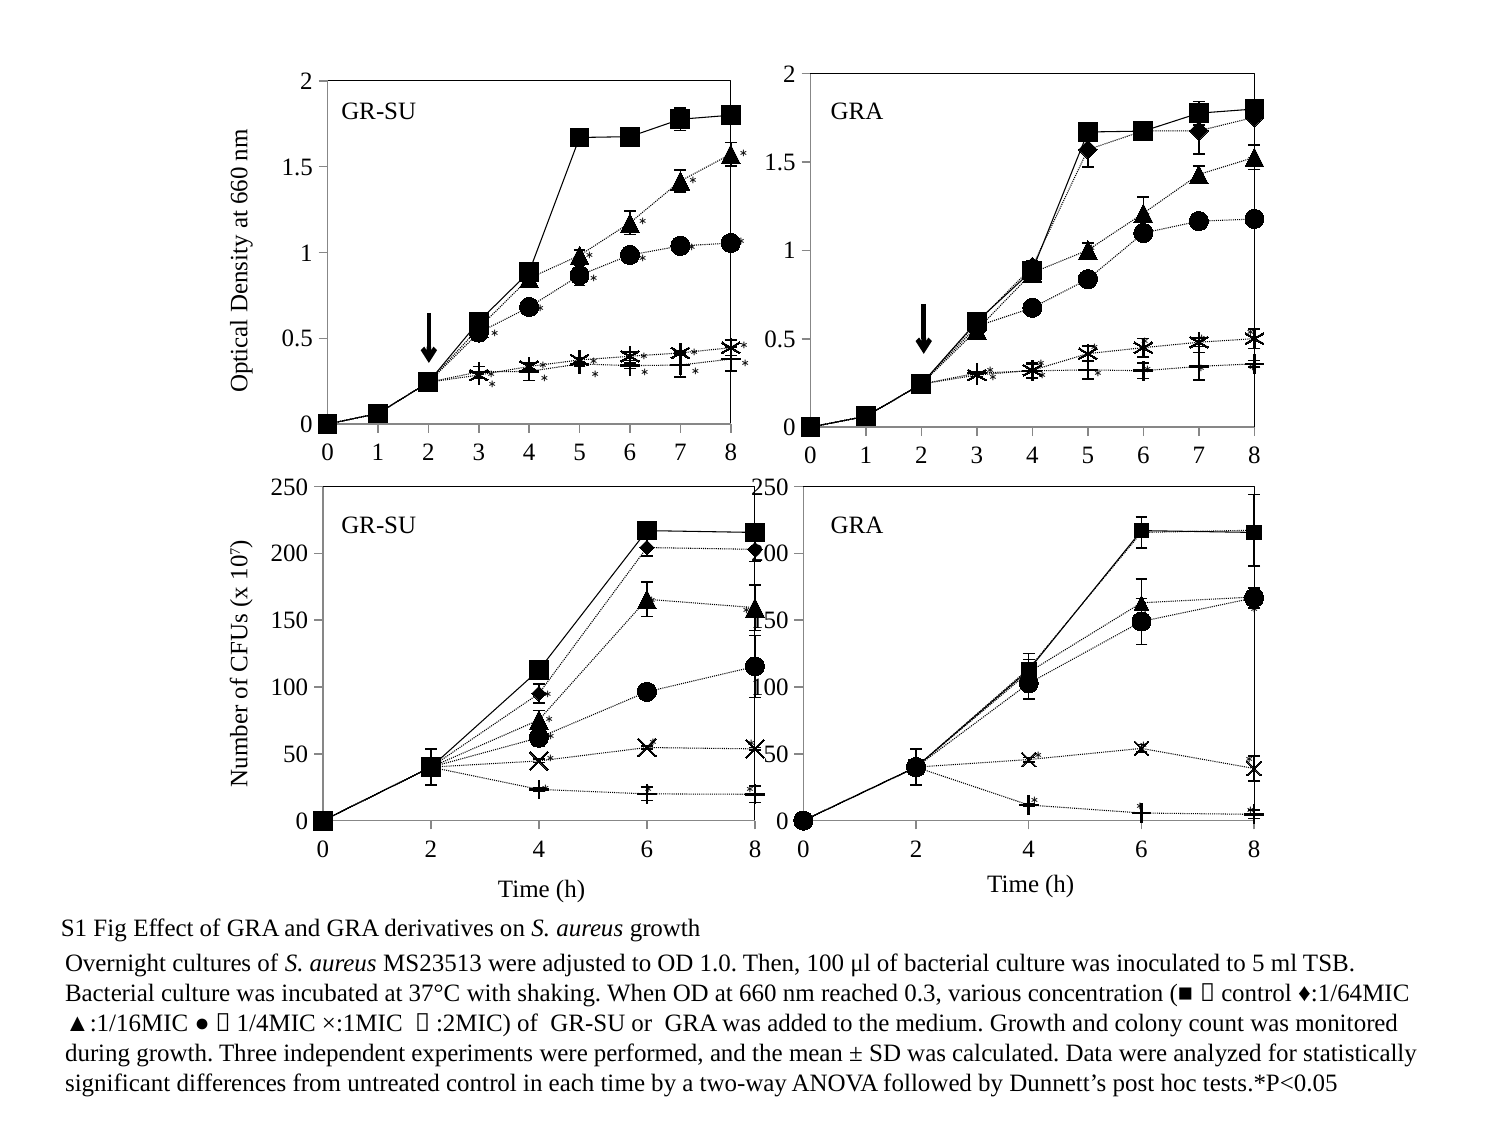

### Chart
| Category | con | 1/64MIC | 1/16MIC | 1/4MIC | 1MIC | 2MIC |
|---|---|---|---|---|---|---|
| 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 |
| 1.0 | 0.0613333333333333 | 0.0613333333333333 | 0.0613333333333333 | 0.0613333333333333 | 0.0613333333333333 | 0.0613333333333333 |
| 2.0 | 0.243333333333333 | 0.243333333333333 | 0.243333333333333 | 0.243333333333333 | 0.243333333333333 | 0.243333333333333 |
| 3.0 | 0.597666666666667 | 0.590666666666667 | 0.550666666666667 | 0.570666666666667 | 0.294666666666667 | 0.305666666666667 |
| 4.0 | 0.886666666666667 | 0.908 | 0.873333333333333 | 0.675 | 0.321666666666667 | 0.318333333333333 |
| 5.0 | 1.67 | 1.57 | 1.002 | 0.837 | 0.415666666666667 | 0.324 |
| 6.0 | 1.675 | 1.676666666666666 | 1.21 | 1.098333333333333 | 0.449666666666667 | 0.319 |
| 7.0 | 1.776666666666667 | 1.676666666666667 | 1.43 | 1.165666666666667 | 0.480333333333333 | 0.343666666666667 |
| 8.0 | 1.8 | 1.753333333333333 | 1.526666666666667 | 1.178 | 0.500666666666667 | 0.358 |
### Chart
| Category | con | 1/16MIC | 1/4MIC | 1MIC | 2MIC |
|---|---|---|---|---|---|
| 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 |
| 1.0 | 0.0613333333333333 | 0.0613333333333333 | 0.0613333333333333 | 0.0613333333333333 | 0.0613333333333333 |
| 2.0 | 0.243333333333333 | 0.243333333333333 | 0.243333333333333 | 0.243333333333333 | 0.243333333333333 |
| 3.0 | 0.597666666666667 | 0.559333333333333 | 0.532666666666667 | 0.285333333333333 | 0.304 |
| 4.0 | 0.886666666666667 | 0.849333333333333 | 0.681666666666667 | 0.335333333333333 | 0.306666666666667 |
| 5.0 | 1.67 | 0.983 | 0.866666666666667 | 0.373666666666667 | 0.350333333333333 |
| 6.0 | 1.675 | 1.173 | 0.985 | 0.395 | 0.34 |
| 7.0 | 1.776666666666667 | 1.416666666666667 | 1.038333333333333 | 0.414333333333333 | 0.344 |
| 8.0 | 1.8 | 1.573333333333333 | 1.055 | 0.444666666666667 | 0.378666666666667 |GR-SU
GRA
*
*
*
*
*
*
*
*
*
*
*
*
*
*
Optical Density at 660 nm
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
### Chart
| Category | (-) | ② 2MIC | ② 1MIC | ② 1/4MIC | ② 1/16MIC | ② 1/64MIC |
|---|---|---|---|---|---|---|
| 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 |
| 2.0 | 40.0 | 40.0 | 40.0 | 40.0 | 40.0 | 40.0 |
| 4.0 | 112.6666666666667 | 23.33333333333328 | 44.66666666666641 | 62.0 | 75.3333333333331 | 95.0 |
| 6.0 | 217.0 | 20.0 | 54.66666666666641 | 96.3333333333331 | 165.6666666666667 | 204.3333333333333 |
| 8.0 | 215.6666666666667 | 19.66666666666667 | 53.66666666666641 | 115.3333333333333 | 159.3333333333333 | 203.0 |
### Chart
| Category | (-) | ③ 2MIC | ③ 1MIC | ③1/4MIC | ③ 1/16MIC | ③ 1/64MIC |
|---|---|---|---|---|---|---|
| 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 |
| 2.0 | 40.0 | 40.0 | 40.0 | 40.0 | 40.0 | 40.0 |
| 4.0 | 112.6666666666667 | 11.66666666666667 | 45.66666666666641 | 102.6666666666667 | 111.0 | 113.6666666666667 |
| 6.0 | 217.0 | 5.666666666666667 | 54.0 | 149.0 | 163.0 | 215.6666666666667 |
| 8.0 | 215.6666666666667 | 4.666666666666667 | 39.0 | 166.6666666666667 | 167.3333333333333 | 217.3333333333333 |GR-SU
GRA
*
*
*
*
*
*
Number of CFUs (x 107)
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
*
Time (h)
Time (h)
 S1 Fig Effect of GRA and GRA derivatives on S. aureus growth
Overnight cultures of S. aureus MS23513 were adjusted to OD 1.0. Then, 100 μl of bacterial culture was inoculated to 5 ml TSB. Bacterial culture was incubated at 37°C with shaking. When OD at 660 nm reached 0.3, various concentration (■：control ♦︎:1/64MIC ▲:1/16MIC ●：1/4MIC ×:1MIC 十:2MIC) of GR-SU or GRA was added to the medium. Growth and colony count was monitored during growth. Three independent experiments were performed, and the mean ± SD was calculated. Data were analyzed for statistically significant differences from untreated control in each time by a two-way ANOVA followed by Dunnett’s post hoc tests.*P<0.05

# Supplementary material for: Antibacterial Effects of Glycyrrhetinic Acid and Its Derivatives on Staphylococcus aureus
**Source:** PLoS One. 2016 Nov 7;11(11):e0165831. doi: 10.1371/journal.pone.0165831
**Supplement:** S1 Table

S1 Table *S.aureus* clinical strains

# Supplementary material for: Antibacterial Effects of Glycyrrhetinic Acid and Its Derivatives on Staphylococcus aureus
**Source:** PLoS One. 2016 Nov 7;11(11):e0165831. doi: 10.1371/journal.pone.0165831
**Supplement:** S2 Table

S2 Table. Effect of sub-MIC GRA and GR-SU on the susceptibility to various antibiotics

(a)MIC of antibiotics to 8 *S.aureus* strains

|  | MIC (mg/L) | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Strain | MPIPC | TC | GM | CP | OFLX | EM |
| MW2 | 8 | 0.25 | 4 | 4 | 0.5 | 1 |
| SA5001 | 512 | 64 | 1 | 8 | 16 | 64 |
| SA5004 | 512 | 0.25 | 16 | 4 | 32 | 64 |
| SA5006 | 1 | 0.25 | 1 | 8 | 0.5 | 0.25 |
| SA5008 | 512 | 0.25 | 128 | 8 | 32 | 64 |
| SA5012 | 512 | 32 | 128 | 16 | 32 | 64 |
| SA5013 | 512 | 32 | 1 | 8 | 32 | 64 |
| SA5015 | 1 | 16 | 32 | 8 | 32 | 64 |

(b) MIC of antibiotics in the presence of sub-MIC GR-SU and GRA

|  | MIC (mg/L) | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Strain | 1/8MIC GR-SU | | | | | |  | 1/8MIC GRA | | | | | |
|  | MPIPC | TC | GM | CP | OFLX | EM |  | MPIPC | TC | GM | CP | OFLX | EM |
| MW2 | 8 | 0.25 | 4 | 4 | 0.5 | 1 |  | 8 | 0.25 | 4 | 4 | 0.5 | 1 |
| SA5001 | 512 | 64 | 1 | 8 | 16 | 64 |  | 512 | 64 | 1 | 8 | 16 | 64 |
| SA5004 | 512 | 0.25 | 16 | 4 | 32 | 64 |  | 512 | 0.25 | 16 | 4 | 32 | 64 |
| SA5006 | 1 | 0.25 | 1 | 8 | 0.5 | 0.25 |  | 1 | 0.25 | 1 | 8 | 0.5 | 0.25 |
| SA5008 | 512 | 0.25 | 128 | 8 | 32 | 64 |  | 512 | 0.25 | 128 | 8 | 32 | 64 |
| SA5012 | 512 | 32 | 128 | 16 | 32 | 64 |  | 512 | 32 | 128 | 16 | 32 | 64 |
| SA5013 | 512 | 32 | 1 | 8 | 32 | 64 |  | 512 | 32 | 1 | 8 | 32 | 64 |
| SA5015 | 1 | 16 | 32 | 8 | 32 | 64 |  | 1 | 16 | 32 | 8 | 32 | 64 |

|  | MIC (mg/L) | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Strain | 1/4MIC GR-SU | | | | | |  | 1/4MIC GRA | | | | | |
|  | MPIPC | TC | GM | CP | OFLX | EM |  | MPIPC | TC | GM | CP | OFLX | EM |
| MW2 | 8 | 0.25 | 1^a^ | 4 | 0.5 | 1 |  | 8 | 0.25 | 0.125^a^ | 4 | 0.5 | 1 |
| SA5001 | 512 | 16^a^ | 0.25^a^ | 4 | 16 | 64 |  | 64^a^ | 32 | 0.125^a^ | 8 | 16 | 64 |
| SA5004 | 512 | 0.25 | 4^a^ | 4 | 32 | 64 |  | 512 | 0.125 | 0.125^a^ | 4 | 32 | 64 |
| SA5006 | 1 | 0.25 | 0.25^a^ | 4 | 0.5 | 0.25 |  | 1 | 0.25 | 0.125^a^ | 8 | 0.5 | 0.25 |
| SA5008 | 512 | 0.125 | 16^a^ | 4 | 32 | 64 |  | 64^a^ | 0.125 | 1^a^ | 8 | 32 | 64 |
| SA5012 | 512 | 16 | 32^a^ | 8 | 32 | 64 |  | 512 | 16 | 1^a^ | 16 | 32 | 64 |
| SA5013 | 512 | 32 | 0.25^a^ | 4 | 32 | 64 |  | 512 | 16 | 0.125^a^ | 8 | 32 | 64 |
| SA5015 | 1 | 16 | 8^a^ | 2^a^ | 32 | 64 |  | 1 | 16 | 8^a^ | 8 | 32 | 64 |

a:synergistic effect

|  | MIC (mg/L) | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Strain | 1/2MIC GR-SU | | | | | |  | 1/2MIC GRA | | | | | |
|  | MPIPC | TC | GM | CP | OFLX | EM |  | MPIPC | TC | GM | CP | OFLX | EM |
| MW2 | 8 | 0.125 | 0.5 | 2 | 0.5 | 1 |  | 8 | 0.25 | 0.125 | 4 | 0.5 | 1 |
| SA5001 | 512 | 16 | 0.25 | 2 | 16 | 64 |  | 64 | 32 | 0.125 | 8 | 16 | 64 |
| SA5004 | 512 | 0.25 | 4 | 2 | 32 | 64 |  | 64 | 0.125 | 0.125 | 4 | 32 | 64 |
| SA5006 | 1 | 0.25 | 0.125 | 4 | 0.5 | 0.25 |  | 1 | 0.125 | 0.125 | 8 | 0.5 | 0.25 |
| SA5008 | 512 | 0.125 | 32 | 4 | 32 | 64 |  | 64 | 0.125 | 1 | 8 | 32 | 64 |
| SA5012 | 512 | 16 | 4 | 8 | 32 | 64 |  | 512 | 16 | 1 | 16 | 32 | 64 |
| SA5013 | 512 | 32 | 0.25 | 4 | 32 | 64 |  | 256 | 16 | 0.125 | 8 | 32 | 64 |
| SA5015 | 1 | 16 | 8 | 2 | 32 | 64 |  | 1 | 16 | 8 | 8 | 32 | 64 |

# Supplementary material for: Antibacterial Effects of Glycyrrhetinic Acid and Its Derivatives on Staphylococcus aureus
**Source:** PLoS One. 2016 Nov 7;11(11):e0165831. doi: 10.1371/journal.pone.0165831
**Supplement:** S3 Table

S3 Table. Genes for carbohydrate metabolism up- and down-regulated by GR-SU

| Gene ID^a^ | Fold change^b^ | *P* value^c^ | characteristics |
| --- | --- | --- | --- |
| Down | | | |
| MW2132 | 0.24 | 0.041 | alpha-acetolactate synthase (*alsS*) |
| MW0217 | 0.27 | 0.004 | L-lactate dehydrogenase |
| MW0997 | 0.30 | 0.008 | pyruvate carboxylase (*pycA*) |
| MW2521 | 0.33 | 0.005 | L-lactate dehydrogenase (*ldh*) |
| MW1641 | 0.34 | 0.002 | hypothetical protein, similar to alpha-acetolactate decarboxylase |
| MW0812 | 0.40 | 0.002 | hypothetical protein, similar to glycerate dehydrogenase |
| MW0650 | 0.41 | 0.008 | hypothetical protein, similar to aryl-alcohol dehydrogenase |
| MW1642 | 0.42 | 0.038 | 6-phosphofructokinase (*pfk*) |
| MW0811 | 0.47 | 0.008 | hypothetical protein, similar to aryl-alcohol dehydrogenase |
| MW2049 | 0.47 | 0.013 | fructose-bisphosphate aldolase (*fbaA*) |
| MW1654 | 0.48 | 0.001 | acetate kinase homolog (*ackA*) |
| MW0228 | 0.49 | 0.015 | hypothetical protein, similar to xylitol dehydrogenase |
| Up | | | |
| MW2366 | 2.49 | 0.008 | hypothetical protein, similar to pyruvate oxidase |
| MW2379 | 2.21 | 0.028 | hypothetical protein, similar to endo-1,4-beta-glucanase |

^a^Based on the sequence of MW2 strain (accession no: NC_003923.1).

^b^”UP” represents GR-SU decreased the expression at more than 2 fold compared with that without treatment, while “Down” represent 2 fold lower expression in the mutant. 

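The fold changes of the S3 to S6 Tables are given as averages, one per locus tag of the MW2 genome. Whether the average runs over arrays, probes or both is not stated. The *P* values come from Cyber-T, which steadies the variance of each gene with that of genes of similar intensity. Genes under the heading Down have fold changes below 1 and genes under the heading Up have fold changes above 1. The footnote explains Up by decreased expression with GR-SU and Down by lower expression in a mutant, although the tables compare treated with untreated cells. The tables give no probe names, and the array files list no locus tags, so no probe was assigned to these genes here.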

Fold change represents “average ”

^c^*P* value were determined by student t-test using Cyber-T .

# Supplementary material for: Antibacterial Effects of Glycyrrhetinic Acid and Its Derivatives on Staphylococcus aureus
**Source:** PLoS One. 2016 Nov 7;11(11):e0165831. doi: 10.1371/journal.pone.0165831
**Supplement:** S4 Table

S4 Table. Genes for amino acids metabolism up- and down-regulated by GR-SU

| Gene ID^a^ | Fold change^b^ | *P* value | characteristics |
| --- | --- | --- | --- |
| Down | | | |
| MW1856 | 0.25 | 0.0003 | hypothetical protein, similar to chorismate mutase/prephenate dehydratase (*pheA*) |
| MW1327 | 0.26 | 0.003 | threonine deaminase IlvA homolog |
| MW1328 | 0.27 | 0.005 | alanine dehydrogenase (*ald*) |
| MW1287 | 0.35 | 0.001 | hypothetical protein, similar to alanine racemase |
| MW0882 | 0.41 | 0.010 | thimet oligopeptidase homologue |
| MW1693 | 0.41 | 0.021 | D-alanine aminotransferase (*dat*) |
| MW0509 | 0.45 | 0.012 | branched-chain amino acid aminotroansferase homologue (*ilvE*) |
| MW1272 | 0.49 | 0.015 | hypothetical protein, similar to oligoendopeptidase |
| Up | | | |
| MW0414 | 2.54 | 0.004 | cysteine synthase homologue |
| MW0859 | 2.34 | 0.006 | hypothetical protein, similar to 2-isopropylmalate synthase |

^a^Based on the sequence of MW2 strain (accession no: NC_003923.1).

^b^”UP” represents GR-SU decreased the expression at more than 2 fold compared with that without treatment, while “Down” represent 2 fold lower expression in the mutant. Fold change represents “average ”.

^c^*P* value were determined by student t-test using Cyber-T

# Supplementary material for: Antibacterial Effects of Glycyrrhetinic Acid and Its Derivatives on Staphylococcus aureus
**Source:** PLoS One. 2016 Nov 7;11(11):e0165831. doi: 10.1371/journal.pone.0165831
**Supplement:** S5 Table

S5 Table . Genes for nucleic acids metabolism up- and down-regulated by GR-SU

| Gene ID^a^ | Fold change^b^ | *P* value | characteristics |
| --- | --- | --- | --- |
| Down | | | |
| MW0364 | 0.23 | 0.037 | xanthine phosphoribosyltransferase |
| MW0366 | 0.25 | 0.005 | inositol-monophosphate dehydrogenase |
| MW0694 | 0.26 | 0.020 | ribonucleoside-diphosphate reductase minor subunit |
| MW0693 | 0.30 | 0.030 | hypothetical protein, similar to comF operon protein 3 |
| MW0367 | 0.30 | 0.002 | GMP synthase(*quaA*) |
| MW0692 | 0.37 | 0.033 | NrdI protein involved in ribonucleotide reductase function |
| MW1286 | 0.42 | 0.019 | hippurate hydrolase |
| MW0450 | 0.44 | 0.002 | hypothetical protein, similar to 4-diphosphocytidyl-2-C-methyl-D-erythritol kinase |
| MW0837 | 0.47 | 0.012 | hypothetical protein, similar to polyribonucleotide nucleotidyltransferase |
| MW1157 | 0.49 | 0.023 | polyribonucleotide nucleotidyltransferase |
| MW1584 | 0.49 | 0.005 | GTP pyrophosphokinase |
| Up | | | |
| MW0110 | 3.74 | 0.0003 | purine nucleoside phosphorylase |

^a^Based on the sequence of MW2 strain (accession no: NC_003923.1).

^b^”UP” represents GR-SU decreased the expression at more than 2 fold compared with that without treatment, while “Down” represent 2 fold lower expression in the mutant. Fold change represents “average ”.

^c^*P* value were determined by student t-test using Cyber-T

# Supplementary material for: Antibacterial Effects of Glycyrrhetinic Acid and Its Derivatives on Staphylococcus aureus
**Source:** PLoS One. 2016 Nov 7;11(11):e0165831. doi: 10.1371/journal.pone.0165831
**Supplement:** S6 Table

S6 Table . Genes for transporters up- and down-regulated by GR-SU

| Gene ID^a^ | Fold change^b^ | *P* value | characteristics |
| --- | --- | --- | --- |
| Down | | | |
| MW1326 | 0.13 | 0.002 | hypothetical protein, similar to amino acid pearmease |
| MW0365 | 0.18 | 0.017 | xanthine permease (*pbuX*) |
| MW2325 | 0.30 | 0.022 | hypothetical protein, similar to NirC |
| MW0871 | 0.31 | 0.007 | oligopeptide transport system ATP-binding protein OppF homologue (*oppF*) |
| MW1325 | 0.38 | 0.009 | Blt-like protein |
| MW1220 | 0.38 | 0.010 | gamma-aminobutyrate permease (*gabP*) |
| MW0869 | 0.39 | 0.033 | hypothetical protein, similar to oligopeptide transport system permease protein OppC |
| MW1640 | 0.40 | 0.00009 | D-serine/D-alanine/glycine TRANSPORTER (*aapA*) |
| MW0870 | 0.40 | 0.010 | oligopeptide transport system ATP-binding protein OppD homologue (*oppD*) |
| MW0689 | 0.43 | 0.006 | hypothetical protein, similar to di-tripepride ABC transporter |
| MW1811 | 0.45 | 0.002 | hypothetical protein, similar to teichoic acid translocation ATP-binding protein *tagH* |
| MW0607 | 0.46 | 0.006 | hypothetical protein, similar to pyrimidine nucleoside transporter |
| MW1810 | 0.46 | 0.005 | hypothetical protein, similar to teichoic acid transport protein tagG |
| MW2287 | 0.48 | 0.034 | L-lactate permease *lctP* homolog |
| MW1776 | 0.49 | 0.028 | hypothetical protein, similar to ABC transporter *ecsB* |
| MW0163 | 0.49 | 0.035 | PTS enzyme II (EC 2.7.1.69), glucose-specific, factor IIA homologue |
| Up | | | |
| MW0698 | 2.22 | 0.011 | lipoprotein, similar to ferrichrome ABC transporter |
| MW2202 | 2.11 | 0.008 | hypothetical protein, similar to ferrichrome ABC transporter fhuD precursor |

^a^Based on the sequence of MW2 strain (accession no: NC_003923.1).

^b^”UP” represents GR-SU decreased the expression at more than 2 fold compared with that without treatment, while “Down” represent 2 fold lower expression in the mutant. Fold change represents “average ”.

^c^*P* value were determined by student t-test using Cyber-T

How the deposited data were processed for this re-analysis (not part of the article)

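Expression was measured in *S*. *aureus* MW2 on 4 custom 2-color Agilent arrays, each comparing cells treated with 128 mg/L GR-SU (1x MIC) for 2 h, labelled with Cy3, with untreated cells, labelled with Cy5. No array had the dyes exchanged. Of the paper's experiments, only these arrays were analysed here; the growth, susceptibility and quantitative PCR measurements were not.

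For each array the authors deposited the output of Agilent Feature Extraction 10.7.1.1, which holds the intensity of each spot and its local background in both channels, the background-subtracted intensity, the intensity after spatial detrending and dye normalization (linear scaling and lowess), and the log10 ratio of Cy5 over Cy3 of the normalized signals. The authors also deposited a table of log10 ratios of the same arrays. It held the same ratios with the sign turned, to within 1.71e-05 on the log2 scale, and thus runs as Cy3 over Cy5.

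From the log10 ratios, log2 of Cy3 over Cy5 was computed. Control spots and 4 spots flagged as outliers by Feature Extraction were left out. Probes were identified from the 28 primer sequences of Table 1, which were searched whole and in both orientations in the 15107 non-control probes. Where both primers of a gene lay in different probes (*sea*, *sbi*, *lukS-PV* and *nuc*), these 8 probes were averaged in pairs. All other probes were kept single, because the files do not pair probe numbers with genes. Tests laid down per gene before the data were examined were therefore made per probe. The tests laid down for the 2 phage-related operons, the genes of the S3 to S6 Tables, the functional categories and sets of gene symbols need gene names and were not run.

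limma 3.58.1 in R 4.3.3 was used to test the mean log2 ratio against 0 (lmFit and eBayes, intercept only, two-sided), with Benjamini-Hochberg adjustment over 15103 values. A value was called altered at an absolute log2 ratio over 1 and an adjusted p under 0.05. On simulated data with the spread of these arrays, in which 200 of 15103 values were changed, this test recovered 149 (74.5%) with 3 false calls. The methods name a t-test in Cyber-T, which regularizes the variance; what is called the methods' t-test here is its plain one-sample form, run beside a regularized form. The plain form recovered 27 after Benjamini-Hochberg adjustment, which the methods do not name. The regularized test, with unadjusted p, recovered 199 with 242 false calls. In the simulation its variance window ran over values in random order, whereas on the arrays it ran over values of similar intensity. The simulated result therefore does not describe the regularized test as run on the arrays. Single values were also given an exact sign-flip test over the 4 arrays. Runs of probes, comparisons with the paper's tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

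The alternatives were normexp background correction (offset 50) with loess, background-subtracted signals with centring only, centring of the Feature Extraction ratios, 2 filters on dim probes, outlier spots kept, the median of the probes of a gene, the methods' t-test with and without adjustment, a regularized test (window of 101 values, 10 prior observations), limma with an unadjusted p or without a limit on the fold, arrays averaged in the 3 possible pairs, slide as a random block, each array left out in turn, the deposited table of ratios, and a lowess correction for the GC content of the probe sequences (span 0.3). These and the tests were set before the data were examined. Genes named in the text were to be those the paper names, the *agr* locus and the probes with the largest changes past the threshold with the same sign on all arrays. Because the probes have no gene names, only the 2 with the largest rise and the 2 with the largest fall are given.

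Signal over background was lowest in the Cy5 channel of array 2. Of the 15107 probes, 15030 were well above background in both channels on every array and 15106 in at least 1 channel on every array, so that brightness limited few values and the number of arrays limited the precision.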

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

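For the rise over the agr tiling, the comparison with the other tilings, the check of signal over background and the use of slide means were chosen after the result was seen; the other tests in this part were laid down before their results were seen.

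The paper does not report on the probes that tile the agr region. On the strand of the long open reading frames (R), 167 of 215 probes were altered, and on the opposite strand (F), 147 of 215, all of them higher in the Cy3 channel. The median log2 ratio was 2.57 on R and 1.55 on F. Over the open reading frames R stood at 3.00 ± 1.39 and F at 1.59 ± 0.55 (SD of the array medians, n = 4). Between positions 261 and 869 of the tiled sequence lay probes named NC_S, on F, and probes named NC_A, on R. Over this stretch, chosen for the NC_S probes, the order of the strands turned, with 2.75 ± 1.26 on F and 1.27 ± 0.57 on R. The 20 CDS probes that lie on R had a median of 3.09, and 18 of them were altered. No probe is named for RNAIII in the files. The GC content of the probes is argued against, since the median of both strands was 1.79 after correction. A general rise of tiling probes is argued against by the median of -0.16 over the perR and psma tilings. Signal near background is argued against, but narrowly at the limit of 90% used: 388 of 430 probes were well above background in both channels on every array. The median of these 388 was 1.76. For a single slide, the limit laid down beforehand was a median above 1 on every array, and array 2 failed it at 0.90. The means of the slides, taken in its place after this was seen, were 1.82 and 1.88, which argues against a rise on 1 slide only. The design offers the GR-SU treatment as a biological explanation, and the direction of the change depends on the dyes, which are weighed among the other observations. With 1 array left out in turn, the number of altered probes ranged from 148 to 161 on R and from 125 to 142 on F. With slide as a random block it was 138 on R and 121 on F. The methods' t-test in its plain form called 150 and 133 at an unadjusted p under 0.05, and 0 on both strands after Benjamini-Hochberg adjustment.

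The pMW2 probes, whose genes the paper does not discuss, had 33 of 103 altered, all higher in Cy3. GC content of the probes and the normalization by Feature Extraction are argued against as the whole cause, since 34 probes were altered after GC correction and 31 under normexp and loess. The count depends on single arrays, with 17 altered without array 2 and also 17 without array 4. Some probes named NC_S or NC_A lie inside the agr tiling, so their counts are not independent of the rise there. The probes named NC_S had 24 altered of 113 (19 higher and 5 lower), and those named NC_A 18 of 114 (12 higher and 6 lower). Left out in turn, arrays moved these to between 17 and 24 and between 12 and 18. With slide as a random block, 11 NC_A probes were altered. After Benjamini-Hochberg adjustment, the methods' t-test in its plain form called 0 pMW2, 1 NC_S and 0 NC_A probes. Of the psma tiling on the strand named F, 1 of 85 probes was altered, and the alternatives gave between 0 and 4. No biological explanation was tested for these probes.

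For *sea*, array 1 stood apart from the others, at -0.84 against -0.09, -0.19 and -0.18. The gap was 0.868 of the range, above Dixon's limit for 4 arrays. In all, 28 sets of 4 values were examined, and chance gives such a gap in about 1 of 20 sets. Both technical explanations that were tested remain open. Divided by the SD of each array, which was widest on array 1, the gap was 0.765 of the range, and under normexp and loess it was 0.803, below the limit in either case. No biological explanation was tested.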

How the results depend on the processing

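The calls were recomputed under 22 alternatives. Of the 2182 altered CDS values, 20 alternatives gave a number within 1.5 times, between 1533 and 2758. The CDS values called under each alternative had the same sign as with limma as described, except 1 value under background-subtracted signals with centring only. The share of calls higher in Cy3 was 40.7%. It stayed between 34.3% and 43.9% under the other normalizations and centring set before the data were examined.

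The methods' t-test in its plain form, without the regularization of Cyber-T, gave 17 altered CDS values after Benjamini-Hochberg adjustment, 3 higher and 14 lower. It gave 0 altered virulence genes, where limma gave 2 at the same limits. With unadjusted p, the plain t-test gave 2 of these genes. The regularized test as in Cyber-T and limma each gave 3 with unadjusted p, *fnbA* being added. In the simulated data the plain t-test after adjustment recovered 13.5% of the changed values, against 74.5% for limma. This fall was smaller than that on the arrays. The simulation changed only 200 of 15103 values, by fixed amounts and with noise independent between arrays. The comparison therefore cannot establish the cause of the fall on the arrays. With arrays 1 and 2 and arrays 3 and 4 averaged, 589 values were higher, and with slide as a random block 586 were; the first of these also called 1 virulence gene in place of 2. The averaging leaves 2 values per probe, which alone does not account for the fall. With arrays 1 and 3 and arrays 2 and 4 averaged, which also leaves 2 values, 1190 were higher. With arrays 1 and 4 and arrays 2 and 3 averaged, 1116 were. The cause of the fall was tested neither for the slide averages nor for the block.

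Without 1 array, the altered values ranged from 1002 to 2133, those higher in Cy3 from 391 to 879, those lower from 611 to 1269, and the virulence genes from 0 to 2. The lowest number came without replicate 2 in each case, and 989 of the 1002 values left were among the 2182. Array 2 had the lowest Cy5 signal over background, but whether this is related was not tested.

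*seh* was altered under 16 of the 22 alternatives, and its log2 ratio over all 22 lay between 0.94 and 1.17; it was not altered without array 2, 3 or 4, with arrays 1 and 2 and arrays 3 and 4 averaged, with background-subtracted signals with centring only, or by the methods' t-test after adjustment. *sbi* was altered under 20, and its ratio over all 22 lay between -1.85 and -1.18, the exceptions being the methods' t-test after adjustment and the fit without array 2. *fnbA*, not altered as described, passed under 5 alternatives, and its ratio over all 22, those that did not call it included, lay between -1.50 and -0.63. The ratio of *sak* changed sign under 3 alternatives. The other named genes kept their side of the limits under all 22, and the 4 probes with the largest changes did so except under the methods' t-test after adjustment. The medians of the agr tiling stayed between 2.10 and 3.11 on R and between 1.32 and 1.92 on F.

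Keeping outlier spots, taking the median of the probes of a gene and using the deposited table of ratios gave the same count of 2182, and so did the filter on 1 channel; the median equals the mean for the pairs of probes here, so that this alternative could move nothing. The filter on both channels removed few probes and left 2178. Signal over background therefore limited few CDS calls. Of the agr tiling, this filter left 159 altered probes of 167 on R and 122 of 147 on F. The alternative that takes the arithmetic mean of linear ratios for the genes of the S3 to S6 Tables was not run, because no probe was assigned to them. Each array carries both conditions, so that the tests of its ratios against 0 are already paired by array.

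An alternative chosen after seeing the data took the log ratios relative to *gyrB*, the reference gene of the quantitative PCR, whose log2 ratio was -0.38. The number of altered CDS values was then 3056, with 2268 higher in Cy3 and 788 lower, and *seh* and *sbi* stayed altered, at 1.46 and -1.18.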

Differences from the paper's values

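The paper measured virulence genes by quantitative PCR, in other samples, after the same dose of GR-SU, and the values below from Fig 6A are the paper's. For *seh* the paper's fold is about 0.014 (Fig 6A, read by eye), and the arrays gave 2.10 as labelled and 0.476 with the dyes taken the other way round. For *sea* the paper's fold is about 0.20 (Fig 6A, read by eye), against 0.798 as labelled and 1.25 the other way round. For *sak* it is about 0.30 (Fig 6A, read by eye), against 0.994 and 1.01. For *fnbA* it is about 4.9 (Fig 6A, read by eye), against 0.477 as labelled and 2.09 the other way round. For *icaA* it is about 6.0 (Fig 6A, read by eye), against 0.527 and 1.90. As labelled, these 5 differences held under each of the 22 alternatives set before the data were examined. Many of these change only the test, its limits or the grouping of arrays, which leaves a fold as it is, so they are weak checks here. With the dyes the other way round the 5 differences also held, except that *fnbA* came to 2.83 under background-subtracted signals with centring only, which is within the spread between arrays of the paper's value. For *sbi*, *hla*, *lukS-PV* and *nuc* the values as labelled did not differ by more than both the spread between arrays and 1.5 times, except *sbi* without array 1 and *nuc* with background-subtracted signals and centring only. With the dyes the other way round, *sbi* (2.96), *hla* (1.58) and *lukS-PV* (1.26) did differ from the paper's values of about 0.23, about 0.70 and about 0.77 (Fig 6A, read by eye), under all 22 alternatives as well, and *nuc* did not. The paper normalized the quantitative PCR to *gyrB*. Relative to *gyrB* on each array, an alternative chosen after seeing the data, *seh*, *sea*, *sak*, *fnbA* and *icaA* differed in both directions, and so did *sbi*, at 0.441 as labelled and 2.27 the other way round. *hla* differed only the other way round (1.21), *nuc* only as labelled (1.60), and *lukS-PV* in neither direction (1.03 and 0.969).

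The paper states that *seh* falls and that *fnbA* and *icaA* rise with GR-SU. As labelled, the log2 ratio of *seh* was 1.07 on the arrays, and those of *fnbA* and *icaA* were -1.07 and -0.93. The paper gives a maximum number of probes per gene, and 6 CDS probes lay inside each of the 3 long open reading frames of the agr tiling, which is above it. The number of altered genes in Fig 4 was not compared, since the counts here are of probes.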

Other observations

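The tests on the dyes, on the quantitative PCR genes relative to *gyrB*, on the place of the published genes in the probe numbering, on the phage-related operons and on slide against biological replicate were chosen after the values were seen.

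Several directions on the arrays, as labelled, run opposite to what the paper states, among them that of *seh*. The paper states that quantitative PCR, in other samples, showed RNAIII suppressed by GR-SU, and relates RNAIII to the *agr* system; the probes of the agr tiling were higher in Cy3 as labelled, with medians of 2.57 on R and 1.55 on F, although no probe is named for RNAIII. A candidate explanation is that test and control dyes were the other way round from the labels, or that the paper's folds were computed as Cy5 over Cy3. The S3 to S6 Tables list 54 locus tags, of which 17 form 5 runs of at least 3 consecutive tags. Each run of published log2 folds was compared with the means of blocks of 6 consecutive CDS probes over the whole numbering. With the sign reversed, the best of all places lay within 150 probes of the place expected in proportion for 4 of the 5 runs, and with the sign of the labels for 0. The chance for a single run is 2.16%. Blocks of 5 probes gave 4 and 0 as well. For each of the 5 runs, the best place within 150 probes of the expected one was then taken, with the sign reversed. This included the run whose best place overall lay elsewhere. From these places the 37 remaining tags were interpolated. Across these tags, Pearson's r between the array level and the published log2 fold was -0.54, a value reached by 0.0789% of all shifts of the numbering. With the best places within the same distance under the sign of the labels, r was -0.22. At single tags the result was mixed, with 23 of 37 opposite in sign to the paper. An earlier attempt that placed all 54 tags in proportion, without the runs, showed nothing clear (r = -0.15, reached by 17.6% of shifts). Tags are not independent replicates. A single array labelled the other way round is argued against, since the lowest r between arrays was 0.503. The quantitative PCR genes leave the question open: 5 of 9 had the same sign in Fig 6A and on the arrays as labelled, and r across these genes was -0.62 (exact permutation test, two-sided, p = 0.0725). Relative to *gyrB*, to which the paper normalized them, 2 of 9 had the same sign (exact sign test, two-sided, p = 0.180), with *sea* and *lukS-PV* near 0, at 0.06 and 0.05, and r unchanged. *sbi*, the other altered gene, has the sign of the labels on either scale. The folds of *sbi*, *hla* and *lukS-PV* differ from Fig 6A only with the dyes reversed, apart from *sbi* without array 1, which goes against the hypothesis; relative to *gyrB* this holds for *hla* alone, while *nuc* differs only as labelled. The hypothesis is thus that the paper's tables run opposite to the labels; the data do not say whether the labels or the tables are right.

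CDS probes with nearby numbers changed together, with r = 0.86 between neighbours, 0.62 at a distance of 6 and 0.29 at 20. Probes of 1 gene can carry consecutive numbers, so that such a correlation over short distances follows in part from the array's design. Position on the slide is argued against as a cause, since spots beside each other on the slide had r = 0.00448 and 0.0574% of consecutive numbers lay within 2 positions of each other. For the longest run lower in Cy3 (97 probes), GC content is argued against by a median of -2.04 after correction, and a single slide by a median of -1.37 on the array nearest 0. The hypothesis that this run belongs to the phage-related operon MW1380-MW1451 was not borne out, since 0 of its probes lay in the interval interpolated for these tags. The deepest run (90 probes) was tested next, and all 90 lay inside that interval, from number 7374 to 7745. In the interval, 131 of 372 probes were lower in Cy3 and 14 higher, and 3.90% of windows of this length held as many lower probes. In the interval for MW1882-MW1952, from 9996 to 10370, 114 of 375 were lower and 1 higher, which 4.81% of windows reached. With the dyes reversed, this may be the rise of phage-related genes that the paper states. The interpolation assigns no single probe to a gene.

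The log ratios spread wider on slide 1 than on slide 2. The ratio of the mean SDs was 1.45. The normalization by Feature Extraction and dim probes are argued against as the whole cause, since the ratio was 1.38 under normexp and loess and 1.32 among the brightest of the CDS probes (upper 25% by intensity). Slide and biological replicate cannot be told apart: the correlation within slides was 0.334, the paper names 2 biological replicates, and it does not say which arrays they are. Between the slides, limma called 0 CDS values different at an adjusted p under 0.05, and 3051 had an unadjusted p under 0.05.

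Among the 8 ways of assigning signs to the 4 arrays, 1, the real one, gave as many altered CDS probes; the other 7 gave 0. With so few assignments this test alone cannot exclude chance. Noise independent between arrays is argued against as the source of the whole set by the correlations between arrays, of which the lowest was 0.503. A dye bias of single probes, which could add to the altered probes, cannot be told apart from the treatment, because 0 arrays had the dyes swapped.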
